# Transport Stress Induces Skin Innate Immunity Response in Hybrid Yellow Catfish (*Tachysurus fulvidraco*♀ × *P. vachellii*♂) Through TLR/NLR Signaling Pathways and Regulation of Mucus Secretion

**DOI:** 10.3389/fimmu.2021.740359

**Published:** 2021-10-12

**Authors:** Tao Zheng, Zhuo Song, Jun Qiang, Yifan Tao, Haojun Zhu, Junlei Ma, Pao Xu

**Keywords:** transport stress, hybrid yellow catfish, immune, toll-like receptors, NOD-like receptors

## Abstract

The transport of live fish is a necessary step for commercial production. The skin of teleost fish is the first non-specific immune barrier against exogenous stimuli, and it plays an important protective role under transport stress. Thus, the aim of this study was to explore the skin responses to transport stress in hybrid yellow catfish (*Tachysurus fulvidraco*♀ × *Pseudobagrus vachellii*♂) through transcriptome and biochemical analyses. Water samples were collected during a simulated transport treatment. Biochemical indexes and/or gene expression in blood, skin, and mucus in fish in control groups and transport-stress groups (0 h, 2 h, 4 h, 8 h, 16 h) were assayed. The levels of total ammonia–nitrogen and nitrite–nitrogen in the water increased with increasing transport time. Comparison of skin transcriptomes between the control group and the group subjected to 16 h of transport revealed 1547 differentially expressed genes (868 up-regulated and 679 down-regulated). The results of the transcriptome analysis were validated by analyses of the expression levels of selected genes by qRT-PCR. The results indicated that the toll-like receptors and nod-like receptors signaling pathways mediate the skin’s immune response to transport stress: *tlr9*, *mfn2*, and *ikbke* were significantly up-regulated and *nfkbia* and *map3k7cl* were significantly down-regulated under transport stress. With increasing transport time, lysozyme activity and the immunoglobulin M content in skin mucus first increased and then decreased. The number of mucous cells peaked at 8 h of transport stress, and then decreased. The mucus cells changed from types II and IV to types I, II, III, and IV. The amounts of red and white blood cells and the levels of hemoglobin and hematocrit first increased and then decreased during 16 h of transport stress. Together, the results showed that the skin responds to transport stress by activating the immune signaling pathway and regulating mucus secretion. These findings have important biological significance for selecting strains that tolerate transport, as well as economic significance for optimizing the transport conditions for scaleless fish.

## 1 Introduction

The transportation of live fish is an essential step to meet the demand for fish in different regions. The extent of harm caused by transport depends on the duration and severity of the stress, as well as the health status of the fish (1). During transportation, fish are in an enclosed environment, and their metabolic wastes affect water quality parameters such as the pH and the concentrations of ammonia, nitrite, and carbon dioxide (2–5). The accumulation of total ammonia–nitrogen and nitrite–nitrogen in water can lead to transportation stress (6). With prolonged transit time, transport stress can cause physiological dysfunction in fish, and consequently diminish their resistance to pathogens, even resulting in death (7–10). Studies have shown that transport stress affects the innate immunity of fish (9).

For teleost fish, the skin is a key component of innate immunity. It ensures that they can survive and adapt to the environment (11, 12). Skin with its outermost mucus separates the individual from environment and is the crucial interface for communication and contact with external factors (13). The skin and its mucus often be used to study the immune response of fish under stress in aquaculture. In sea bream (*Sparus aurata* L.), chronic crowding stress was found to reduce the barrier function of damaged skin and suppress the local immune response to scale removal (14). In *Epinephelus coioides*, the skin showed a strong immune response to the invasion of *Cryptocaryon irritans*, and genes encoding Toll-like receptors (*tlr1*, *tlr*2, *tlr*5 and *tlr5s*) were found to be significantly up-regulated (15). As a skin appendage, mucus is produced by dynamic secretory cells in the epidermis. The change of its composition and rheological properties plays an important role in regulating mucosal immunity in fish (16). The different proteases found in fish surface mucus are involved in innate immunity (17). Among these proteases, immunoglobulin M (IgM) in skin mucus is the first responder to foreign invaders, and mucosal lysozyme (LZM) is a antimicrobial enzyme with antibacterial, antimetastatic, antiviral, and anti-inflammatory properties (18). Mucosal cells and the composition of mucus can be affected by exogenous factors (such as stress, acid, and infections) and endogenous factors (such as sex and developmental stage) (19–21). In sea bass (*Laeolabrax japonicus*), vigorous proliferation of skin mucus cells was observed under prolonged hypoxia and high nitrate levels (22). In large yellow croaker (*Larimichthys crocea*), the cortisol, malondialdehyde and IgM levels in skin mucus increased first and then decreased under high-temperature (23).

Hybrid yellow catfish (*Tachysurus fulvidraco*♀ × *Pseudobagrus vachellii*♂) shows good resistance and a fast growth rate, it has a short breeding cycle and a high meat content, and it is widely farmed (24). However, hybrid yellow catfish seem to be highly susceptible to transport stress. In recent years, high-throughput sequencing technology has been used to analyze the responses of aquatic animals to various stresses. Using this technology, researchers have discovered a series of molecular changes that occur under transport stress. For example, a total 1275 differentially expressed genes (DEGs) were identified in the liver of zebrafish (25) and 1000 DEGs were identified in the muscle of rainbow trout under transport stress (26). Those genes were found to be involved in metabolic processes, cellular homeostasis, and the immune response, indicating that these processes rapidly change under transport stress. Thus, transcriptome analysis is a useful tool to explore the responses of fish to transport stress. However, data on skin transcriptome responses of hybrid yellow catfish to transport stress are lacking. Here, we used transcriptome analyses to identify differentially expressed genes (DEGs) in yellow catfish under transport stress. Several randomly selected DEGs were verified by qRT-PCR to confirm the reliability of the RNA-Seq results. We also analyzed skin sections and mucus biochemical factors, including IgM content and LZM activity, in fish under transport stress. Our results revealed significant changes in gene expression levels in the skin and mucus attributes of yellow catfish under transport stress. These results shed light on the responses and regulatory mechanisms in skin of fish under transport stress.

## 2 Materials and Methods

### 2.1 Fish and Experimental Design

Juvenile yellow catfish with an average length (± SD) of 5.06 ± 0.82 cm and an average mass ( ± SD) of 7.06 ± 1.30 g were obtained from the Freshwater Fisheries Research Centre (Yixing, China). The fish were fed with commercial feed (crude protein 38.0%, crude fat 6%) at 2% (w/w) of their body weight twice per day for 7 days in a recirculating aquaculture system (temperature 26 ± 3°C DO > 5.5 mg/L; ammonia nitrogen and nitrite < 0.01 mg/L; pH 7.5 ± 0.3) before experiments. The experimental fish were subjected to a simulated transport treatment after starvation for 24 h. For the simulated transport treatment, 30 fish were placed in each double-layered plastic nylon bag (40 × 82 cm) with about one-third of the volume occupied by freshwater and two-thirds of the volume occupied by pure oxygen (5). The transport bags were sealed with rubber bands and placed on an analog transporter (simulated automotive shaker; Changzhou, China). The vibration frequency was set at 100 RPM (revolutions per minute) according to the method of Wu et al. (5). We established five transport groups (0 h, 2 h, 4 h, 8 h, and 16 h) and one group that was allowed to recover for 96 h after 16 h of transport stress. Each group had three replicates. Control fish of each group were obtained from the recirculating aquaculture system (temperature 26 ± 3°C DO > 5.5 mg/L; ammonia nitrogen and nitrite < 0.01 mg/L; pH 7.5 ± 0.3). To monitor recovery after 16 h of transport stress, the fish in the 96h recovery (96hr) group were kept under the same conditions as those in the control group.

### 2.2 Sample Collection

At each time point, 12 individual fish were randomly selected from each group and were anesthetized immediately with 200 mg/L MS-222 (27). Water samples were collected at the same time. Blood samples were taken from the tail vein using a 2.5-mL syringe to use for blood cell analysis. Before collecting mucus, water was gently removed from the fish. The fish were then placed in a sterile bag for 1 minute to collect the mucus (28). The skin mucus was immediately homogenized with Tris-buffered saline (TBS, pH 8.0, 50 mM Tris HCl, 150 mM NaCl) on ice and the mixture was centrifuged at 12000 g and 4°C for 15 min (29). The supernatant was collected and stored at −80°C until further analysis. Skin was collected from the left side of each fish behind the dorsal fin, and was separated into two subsamples: one subsample was used for histological analysis, and the second subsample was frozen in liquid nitrogen and then stored at −80°C until transcriptome analysis.

### 2.3 Water Quality Detection

We used a portable DO meter (YSI 556, Yellow Springs Instruments, Yellow Springs, OH, USA) to determine the DO content. According to Qiang et al. (30), we determined total ammonia–nitrogen (TAN) and nitrite–nitrogen (NO_2_-N) by spectrophotometric methods.

### 2.4 Blood Analysis

White blood cells (WBC); hemoglobin (HGB); hematocrit (HCT); and red blood cells (RBC) were quantified using a Blood cell analyzer (Mindray, bc-5300, Shenzhen, China) according to the manufacturer’s instructions. All of the reagents were obtained from Shenzhen MINDRAY BioMedical (Shenzhen, China).

### 2.5 Mucus Analysis

The activity of LZM was assessed using a commercially available kit (Jiancheng Institute of Biotechnology). The IgM in skin mucus was detected using enzyme-linked immunoassay (ELISA) (Shanghai Lengton Bioscience Co., Ltd.) as described by Guardiola et al. (29, 31).

### 2.6 Histological Analysis

The skin samples were fixed in Bouin’s solution for 24 h and then transferred into 70% ethanol solution. Samples were soaked in water for a few hours, and then gradually dehydrated for 1 h with an ethanol gradient (70% ethanol, 80% ethanol, 95% ethanol, 95% ethanol, anhydrous ethanol, anhydrous ethanol). The samples were immersed in a mixture of xylene and anhydrous ethanol (v/v 1:1) for 1 h, then immersed in xylene I and xylene II for 2 h separately to improve transparency. The samples were embedded in paraffin using a Leica EG 1150 H embedding machine. The embedded samples were sliced into 7-µm sections using a Leica RM 2255 microtome. The sections were developed using a Leica HI 1210 profiling machine, dried at room temperature, then baked at 60° for 1 h. The sections were then immersed in xylene I for 15 min and xylene II for 15 min before immersion in 100%, 95%, 90%, 80%, and 70% alcohol solution (5 min each). After washing for 3 min and dewaxing, the sections were stained with alcian blue-periodic acid-Schiff (AB-PAS). The sections were sealed with neutral gum and observed and photographed under a NIKON Eclipse Ci microscope (NIKON, Tokyo, Japan) and NIKON digital sight DS-FI2 imaging system, respectively.

### 2.7 RNA Sequencing and Quantitative Real-Time PCR Analysis

#### 2.7.1 mRNA Library Construction and Sequencing

Total RNA was extracted from the skin of fish in the control group and the 16-h transport group using Trizol reagent (Invitrogen, Carlsbad, CA, USA), according to the manufacturer’s instructions. The quantity and purity of RNA were checked using a Bioanalyzer 2100 and RNA 6000 Nano Lab Chip Kit (Agilent, Palo Alto, CA, USA) with RIN >7.0. The poly (A) mRNA was isolated from approximately 10 µg RNA with poly-T oligo-attached magnetic beads (Invitrogen). The mRNA was fragmented into small pieces using divalent cations. After purification, the cleaved RNA fragments were reverse-transcribed to build the final cDNA library according to the protocol of the mRNA Seq sample preparation kit (Illumina, San Diego, CA, USA). The average insert size was 300 bp ( ± 50 bp) for the cDNA libraries. Following the manufacturer’s recommended protocol, the transcriptomes were sequenced, generating paired-end reads of 150bp length on the IlluminaHiseq4000 platform at LC Sciences (Houston, TX, USA) using the Illumina paired-end RNA-seq approach.

#### 2.7.2 Quality Control, RNA-Seq Reads Mapping, and DEGs Analysis

Unqualified raw data were filtered using Cutadapt to obtain clean data. We aligned reads from the control group and 16-h transport group to the UCSC (http://genome.ucsc.edu/) *Homo sapiens* reference genome using the HISAT package, which initially removed a portion of the reads based on quality information accompanying each read, and then mapped the reads to the reference genome. For each sample, the mapped reads were assembled using StringTie to reconstruct a comprehensive transcriptome using perl scripts. Then, all the transcriptomes were merged to reconstruct a comprehensive transcriptome using perl scripts. After the final transcriptome was generated, StringTie and edgeR were used to estimate gene transcript levels. StringTie was used to calculate the FPKM values, which were indicative of the mRNA levels. The DEGs between control and 16-h transport stressed fish were selected based on log2 (fold change) >1 or log2 (fold change) <-1 and statistical significance of *p* < 0.05 by the R package. Functional analysis of DEGs was conducted using tools at the GO (Gene Ontology) and KEGG (Kyoto Encyclopedia of Genes and Genomes) databases. The results of GO and KEGG enrichment analysis are presented as a scatter diagram, which was constructed using GGplot2. Based on the KEGG pathways, we identified the DEGs. We focused on identifying immune-related pathways in the skin of hybrid yellow catfish under transport stress and selected key genes for qRT-PCR verification.

#### 2.7.3 Validation of DEGs in Skin by qRT-PCR

We verified the transcriptional patterns of DEGs under transport stress by qRT-PCR. Total RNA was extracted from skin using the RNAiso Plus kit (TaKaRa, Dalian, China). The quality and concentration of RNA were determined from the absorbance values at 260 nm and 280 nm (A260/A280 ratio, 1.9–2.1). Then, cDNA was synthesized by PrimeScript™ RT reagent kit with gDNA Eraser (TaKaRa). The relative transcript levels of genes associated with TLRs and NLR signaling pathways were determined by qRT-PCR using the following program: one cycle at 95°C for 30s, then 40 cycles at 95°Cfor 5 s, and 60–63°C for 1 min. The amplification mixture (20 μL) comprised 2 μL cDNA, 10 μL TB Green Premix Ex Taq II (Takara), 0.5 μL each primer, and 7 μL ddH_2_O. *β*-actin was the reference gene. The relative transcript levels were determined by the 2^−ΔΔCT^ method. The primers used are shown in **Table 1**.

**Table 1:** The specific primer sequences for qPCR in this study.

Gene	Primer sequence (5’-3’)	Efficiency%	Amplicon size	GenBank number
*tlr9*	F: GGGCAGGACACAAGGGTTAT R: CCTCCAGACAAAGCCGGAAT	99.639	171	XM_027167061.1
*mfn2*	F: CGGCATCTTTGAGCAACTCG R: TGCCACCTTGGACAGGTAAC	105.677	139	XM_027166944.1
*txnipb*	F: CTGAACTTACGACTCCCGCC R: CGGGAGCAGGAGTTCTCAAA	101.047	160	XM_027148810.1
*nfkbia*	F: CACGTTTGGTGGATCAGTGC R: TGTCCGCTGTAGTTGTGGAC	101.797	139	XM_027154956.1
*map3k7cl*	F: AACAGAAATCGCTCTGCTGGA R: TGACGAGGGTATGGTTCTCCT	97.141	137	XM_027171703.1
*ikbke*	F: GAGATCCAGGCGAACCCAAA R: AGGGAGTCCGAATGCGTTTT	104.487	105	XM_027144349.1
*β-actin*	F: GGATTCGCTGGAGATGATG R: TCGTTGTAGAAGGTGTGATG	99.268	221	XM_027148463.1 (32)

### 2.8 Statistical Analysis

Differences within the same treatment group at different times were detected by one-way analysis of variance (ANOVA). Data are presented as mean ± standard error of the mean (SEM). Differences were analyzed by Duncan’s multiple range test using SPSS 26.0 (SPSS Inc., Chicago, IL, USA). The independent-samples t test was used to detect significant differences between the control group and transport group at each time point. The level of significance was *P <*0.05.

## 3 Results

### 3.1 Water Quality Parameters During Simulated Transport

As shown in **Figure 1**, there was no significant change in TAN and NO_2_-N in the water of the control groups. The TAN and NO_2_-N contents differed significantly between the control and the transport groups at all times except for 0 h. In the transport groups, TAN (*P*< 0.05; **Figure 1A**) levels clearly increased from 0 h onwards. The NO_2_-N (*P* < 0.05; **Figure 1B**) levels increased during transport, but were not significantly different between 2 h and 4 h. The DO levels were higher than 22 mg/L in the transport groups during the simulated transport treatment.

**Figure 1:**
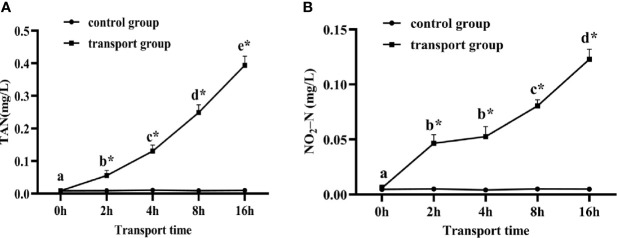
Changes in total ammonia nitrogen (TAN) **(A)** and nitrite-nitrogen (NO_2_-N) **(B)** levels in water of fish during transport. stress. Values are mean ± SD (*n*=12). Asterisk (*) indicates significant difference (*P* < 0.05) between control group and transport group. Different small letters indicate significant differences (*P* < 0.05) among sampling times in the same group.

### 3.2 Changes in Blood Parameters in Fish During Simulated Transport

For control groups, there was no significant difference in RBC, WBC, HGB, and HCT among the sampling times. For transport groups, the RBC, WBC and HGB were significantly up-regulated at 4 h and 8 h compared with 0 h, and significantly down-regulated at 16 h compared with 4 h and 8 h but still higher than at 0 h (*P*<0.05; **Figures 2B, C**). The HCT were significantly increased at 2 h and 4 h of transport compared with 0 h, peaked at 4h and then by 8 h and 16h they decreased to a level similar to that at 2h (*P*<0.05; **Figures 2A, D**). In addition, compared with the control groups, the transportation groups showed higher RBC, WBC, HGB, and HCT levels at all sampling times except for 0 h. In the 96h recovery group, the amounts of RBC and the levels of HGB and HCT were not significantly different from those in the control group. However, the amount of WBC was higher than that in the control group, but lower than that in the 16 h transport stress group (*P*<0.05; **Figure 2B**).

**Figure 2:**
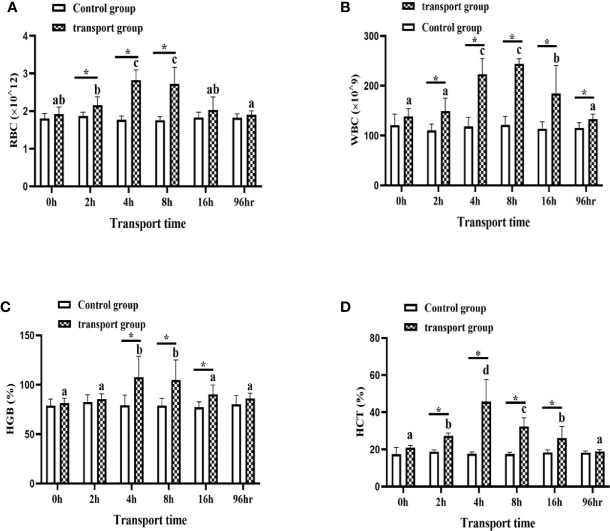
Amounts of white blood cells (WBC) **(A)** and red blood cells (RBC) **(B)** and levels of hemoglobin (HGB) **(C)** and hematocrit (HCT) **(D)** in transported and recovery groups. Values are mean ± SD (*n*=12). Asterisk (*) indicates significant difference (*P* < 0.05) between control group and transport group. Different small letters indicate significant differences (*P* < 0.05) among sampling times in the same group.

### 3.3 Mucus Biochemical Analyses and Skin Histological Analyses

The LZM activity and IgM content in mucus did not differ among time points in the control groups. However, the LZM content differed between the control groups and the transportation groups at all sampling times except for 0 h. The IgM content also differed significantly between the control groups and transportation groups at all sampling times except for 0 h. In the transportation groups, LZM activity was higher at 4 h and 8 h than at 0 h and 2 h of transport (*P*<0.05; **Figure 3A**) but significantly decreased by 16 h of transport. The IgM content showed a slight upward trend at 2 h and 4 h and was clearly higher at 8 h than at 0 h of transport, but decreased at16h (*P*<0.05; **Figure 3B**). The LZM and Igm levels in the 96h recovery group were higher than those in the control group but lower than those in the 16h transport stress group.

**Figure 3:**
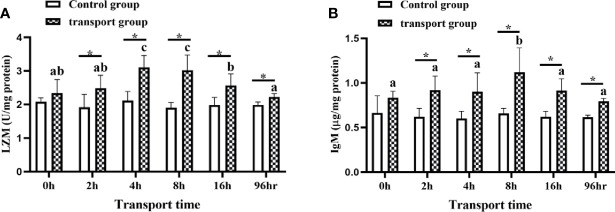
Lysozyme (LZM) activity **(A)** and immunoglobulin M (IgM) levels **(B)** in skin mucus of transported and recovery groups. Values are mean ± SD (*n* =12). Asterisk (*) indicates significant differences (*P* < 0.05) between control group and transport group. Different small letters indicate significant differences (*P* < 0.05) among time points within the same group.

The mucous cells were stained four different colors by AB-PAS. The results revealed that the skin mucus contained mainly type II and IV mucous cells, and the number of mucus cells was higher in the transportation groups than in the control groups by 4 h. However, after 8 h, the density of mucus cells decreased significantly. The mucus cells were types II and IV at 0 h, 2 h, and 4 h of transport but showed increased proportions of types I and III after 4 h of transport (**Figure 4**).

**Figure 4:**
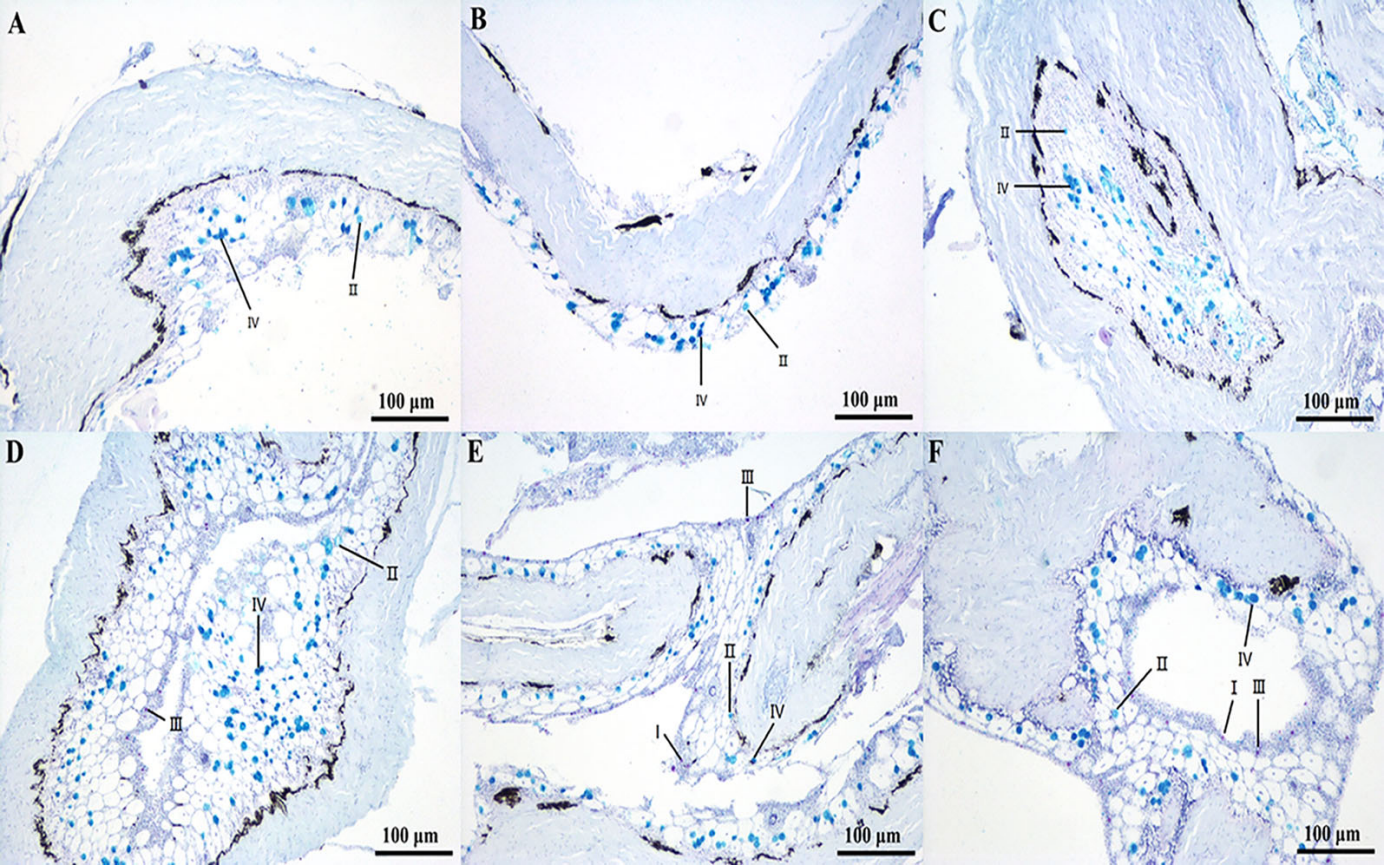
Sections of skin/mucus from fish under transport stress. **(A)** Skin mucous cells of yellow catfish in control group; **(B)** Skin mucous cells of yellow catfish at 0 h transport; **(C)** Skin mucous cells of yellow catfish at 2 h transport; **(D)** Skin mucous cells of yellow catfish at 4 h transport; **(E)** Skin mucous cells of yellow catfish at 8 h transport; **(F)** Skin mucous cells of yellow catfish at 16 h transport.

### 3.4 Analysis and Verification of DEGs

The skin transcriptome data of yellow catfish have been submitted to NCBI GenBank under the accession number GSE179444.

#### 3.4.1 Sequencing of mRNA Libraries

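Skin mRNA was sequenced in 3 control libraries and in 3 libraries from fish sampled after 16 h of simulated transport, which the paper describes as biological replicates; whether a library held the skin of a single fish or of a pool is not given in the sources used here. For each gene and library, the deposited table holds a read count and an FPKM value (fragments scaled to transcript length and to the mapped fragments of the library), which the authors made by trimming reads with Cutadapt, aligning them with HISAT and assembling and quantifying transcripts with StringTie. The table used here had 2451 complete gene rows, with 58.5% of the genes named only by a LOC number with a protein description, so the values below cover that part of the genes and not the whole transcriptome. Its counts summed to 4430981, 3632651 and 3936222 in control replicates 1, 2 and 3, and to 3726582, 4168067 and 4487002 in transport replicates 1, 2 and 3. These totals were 12.0% to 12.5% of the mapped reads that the paper states for the same libraries, and those mapped reads were used as library sizes. The 1620 genes with a mean FPKM of at least 0.5 were tested on their counts with edgeR's quasi-likelihood test, with TMM factors that ranged from 0.712 in control replicate 1 to 1.17 in transport replicate 1. On counts simulated for these 1620 genes and 3 libraries per group, the test recovered 43% of the genes changed by 1 on the log2 scale and 95% of those changed by 2. The simulated changes were put only in genes above a count minimum, and genes of like abundance had the same dispersion. In the real libraries the share recovered can therefore be lower.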

We established and sequenced six mRNA libraries from fish in the control and the 16-h transport stress groups (con-s-1, con-s-2, con-s-3, str-s-1, str-s-2 and str-s-3). The biological replicates had good repeatability. 

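Across the 1620 genes, the transport libraries were more alike than the control libraries. Pearson's r of log2(FPKM + 0.5) was 0.938 to 0.980 for the 3 pairs of transport libraries and 0.899 to 0.939 for the 3 pairs of control libraries. For the 9 pairs of a control with a transport library it was 0.877 to 0.931, a range that overlaps that of the control pairs. These correlations run across genes, which are not independent replicates. The first principal component held 48.1% of the variance and the second 24.1%. Control replicate 1 stood apart in its most abundant transcripts, since the 10 genes of highest mean held 58.1% of its summed FPKM and 41.1% to 44.0% of that of the other libraries. One of the abundant transcripts, the skeletal muscle myosin regulatory light chain 2-like gene LOC113636033, had an FPKM of 9075 in control replicate 1, 3018 and 1467 in control replicates 2 and 3, and 1784, 2852 and 2214 in transport replicates 1, 2 and 3. This gene is outside the skeletal muscle list, of whose 7 tested members 1 entered by gene symbol and the rest by description. The 7 are troponin, myosin light chain 1 and myosin light chain kinase genes. Of these 0 of 7, and of the dermal fibroblast and collagen genes 3 of 4, had their highest FPKM in control replicate 1.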

After removing low-quality raw sequences, there were 45216860, 39452880, 44283624, 41127180, 44874282, and 49204244 clean reads in the con-s-1, con-s-2, con-s-3, str-s-1, str-s-2, and str-s-3 libraries, respectively (96.57%–97.09% valid data; Q20 values of 99.97%–99.98%; Q30 values of 98.04%–98.34%, and GC contents of 46%–47%) (**Table 2**). The number of reads that mapped to the yellow catfish genome was 35773763 (con-s-1), 30021210 (con-s-2), 32722551 (con-s-3), 30120316 (str-s-1), 33461205 (str-s-2), and 36262252 (str-s-3). The specific results were listed in **Table 2**.

**Table 2:** Overview of reads for mRNA-seq and quality filtering.

Sample	Raw Data		Valid Data		Valid Ratio	Q20%	Q30%	GC %
	Read	Base	Read	Base				
Con_S_1	46571252	6.99G	45216860	6.78G	97.09	99.98	98.34	47
Con_S_2	40680554	6.10G	39452880	5.92G	96.98	99.98	98.16	47
Con_S_3	45752512	6.86G	44283624	6.64G	96.79	99.97	98.14	46
Str_S_1	42414122	6.36G	41127180	6.17G	96.97	99.97	98.08	46
Str_S_2	46469274	6.97G	44874282	6.73G	96.57	99.97	98.17	46
Str_S_3	50759892	7.61G	49204244	7.38G	96.94	99.97	98.04	46

#### 3.4.2 Identification of DEGs

We compared and analyzed the transcriptome data to identify the genes with significant differences in transcript levels between the con-s and str-s libraries, using the following criteria: |log2foldchange|≥1, *P*<0.05, and FPKM>10.We identified 1547 DEGs between the con-s and str-s libraries (868 up-regulated and 679 down-regulated) (**Figure 5**).

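Of the 1620 genes tested, 6 rose and 4 fell after transport at an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The gene zbtb16, which encodes a zinc finger transcriptional repressor and is a known glucocorticoid target in mammals, rose from an FPKM of 1.60 ± 0.255 (SD, n = 3) to 12.2 ± 2.97 (SD, n = 3). Its log2 fold change was 2.57 (standard error 0.35). LOC113635862, described as PPAR gamma coactivator 1-beta-like, a coactivator of genes of mitochondrial metabolism, rose by 1.69 on the log2 scale (standard error 0.17), and adipor2, an adiponectin receptor gene, by 1.2 (standard error 0.15). The other 3 genes that rose are neighbours on scaffold NW_020848169.1. The uncharacterized gene LOC113634891 rose from an FPKM of 0.975 ± 0.603 (SD, n = 3) to 26.3 ± 9.54 (SD, n = 3), the mesothelin-like gene LOC113634894 rose by 7.09 on the log2 scale (standard error 0.76), and LOC113634898, with 0 counts in every control library, was at least 145-fold higher after transport against a floor of 3 counts over the control group. The genes that fell were the notch 1-like LOC113634548 (log2 fold change -1.74), LOC113636435, described as NACHT, LRR and PYD domains-containing protein 12-like (-1.12), the tribbles homolog 1-like LOC113634729 (-1.09) and the actin filament-associated protein 1-like 1 gene LOC113636173 (-0.87). The adjusted p of these 10 genes was 0.0278 to 0.0376 in edgeR's test. In each of the 10, every transport library lay on the same side of every control library, as it did in 451 genes or 27.8% of those tested. Chance gives 10% for 3 against 3 as a mean over splits. Genes of a library vary together, and the FPKM compared here carry no TMM factors, so the higher share is not by itself evidence of an effect of transport.
With the thresholds the paper states for fold change and p (a log2 ratio of mean FPKM of at least 1 in size and an unadjusted p under 0.05), 73 genes were higher and 58 lower, of which 29 had a mean FPKM above 10; without control replicate 3 the total was 222. Which direction had more genes went with whether the FPKM ratio was scaled between libraries. The ratio behind the 73 and 58 carries no TMM factors, though the p does. With the FPKM scaled as well, there were 45 higher and 81 lower with median-ratio scaling, and 48 and 74 with quantile normalization in limma. Without TMM factors in either there were 102 and 51. The calls at an adjusted p under 0.05 were 6 higher and 4 lower with TMM factors and with median-ratio scaling. An unadjusted p under 0.05 was found for 125 higher and 148 lower genes, where 81 genes in all are expected by chance. TMM factors shifted the log2 fold changes by -0.30 (median) from those with mapped reads alone. Without these factors edgeR called 11 genes higher and 0 lower (291 at an unadjusted p under 0.05), DESeq2 called 71 higher and 83 lower, and limma called 10 higher and 2 lower. All 10 genes were among the calls of DESeq2, and the 6 that rose among those of limma and of edgeR without TMM factors. The 4 that fell lost their call in both, with an adjusted p of 0.191 to 0.285 in limma and 0.111 to 0.257 in edgeR without TMM factors. The count by edgeR was 2, 3 and 65 without control replicates 1, 2 and 3, and 0, 2 and 0 without transport replicates 1, 2 and 3; the 2 counts of 0 stand beside 158 and 151 genes at an unadjusted p under 0.05.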

**Figure 5:**
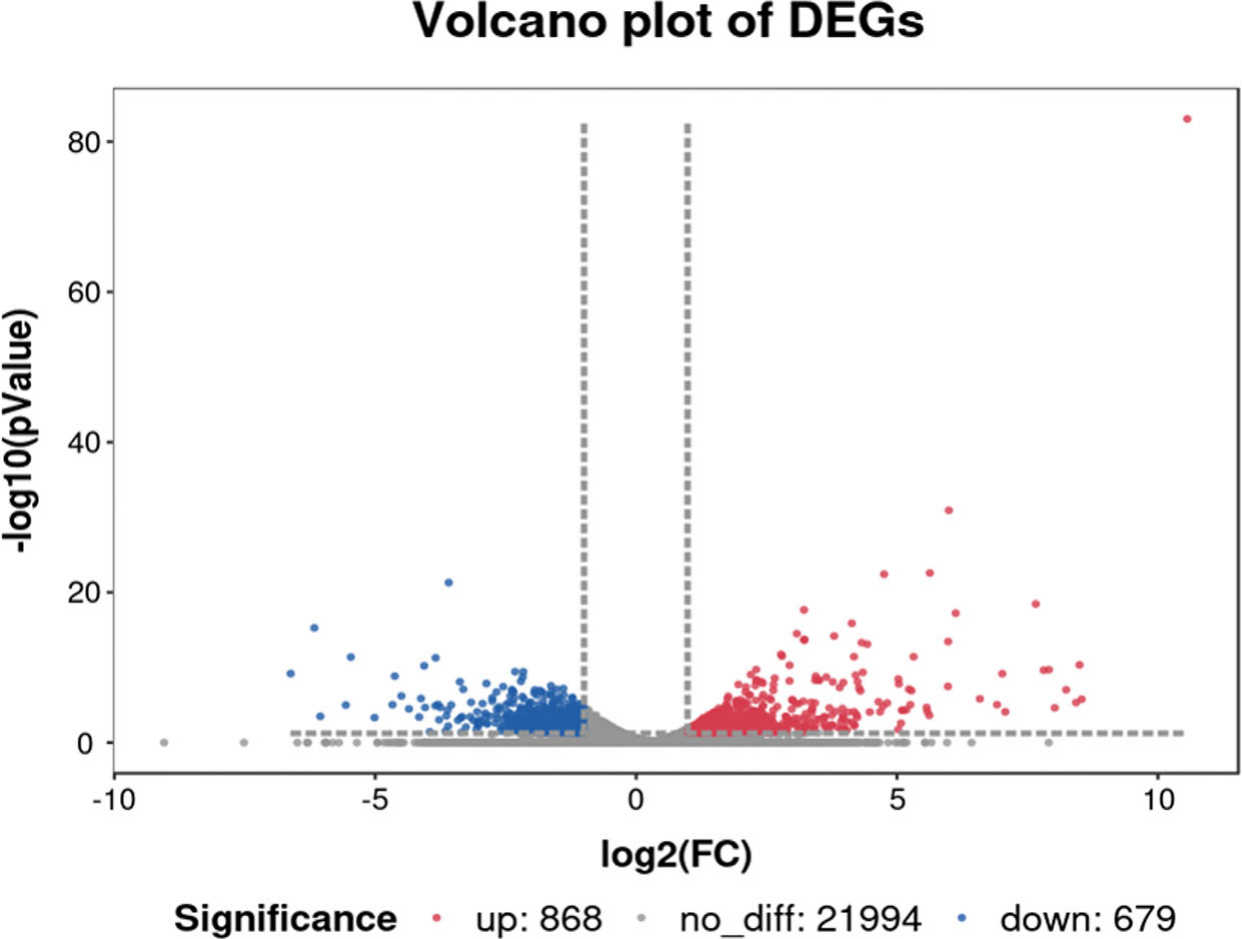
Volcano plot of differentially expressed genes in yellow catfish under transport stress *vs.* yellow catfish in control group. Red and blue dots represent upregulated and downregulated DEGs in transport group compared with control group, respectively. Gray dots represent genes showing no significant differences in expression.

#### 3.4.3 GO Classification and KEGG Enrichment Analysis of DEGs

The DEGs were classified into biological process, cellular component, and molecular function categories by a Gene Ontology enrichment analysis. The GO category enrichment analysis showed that the cellular component subcategories most enriched with DEGs were membrane, integral component of membranes, and nucleus. 

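Of the 131 genes past the fold-change and unadjusted p thresholds, 36 were annotated to membrane, 36 to integral component of membrane and 13 to nucleus. Among the 267 nuclear genes tested, zbtb16 and the PPAR gamma coactivator 1-beta-like gene rose, and the notch 1-like gene and the tribbles homolog 1-like gene fell, at an adjusted p under 0.05 over all genes in edgeR's test; adjusted over the list alone, 2 rose and 3 fell. Of the 393 membrane genes and the 352 genes of the integral component term, the notch 1-like gene, which encodes a transmembrane receptor of cell fate signalling, fell over all genes, and 0 passed when adjusted over the list alone, where edgeR gave an unadjusted p under 0.05 to 31 higher and 42 lower membrane genes and DESeq2 called 18 higher and 20 lower and limma 1 higher and 0 lower. The share of tested members past the thresholds was 9.2% for membrane, 10% for integral component and 4.9% for nucleus, against 8.1% of all genes tested. The study chose these terms on the same libraries, and no enrichment was tested, since the table covers a part of the genes.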

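Of the 87 genes annotated to DNA-templated regulation of transcription, 5 passed the fold-change and unadjusted p thresholds, 4 higher and 1 lower. zbtb16 rose and the notch 1-like gene fell over all genes in edgeR's test; adjusted over the list alone, 3 rose and 2 fell. Of the 110 genes annotated to the root term biological process, 3 higher and 2 lower genes passed the thresholds. One of the 110 fell, both over all genes and adjusted over the list alone: the actin filament-associated protein 1-like 1 gene, whose family binds actin filaments.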

In the biological process category, the subcategories most enriched with DEGs were biological process, regulation of transcription, and DNA-template. 

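Metal ion binding was the annotation of 192 tested genes, of which 7 higher and 5 lower genes passed the fold-change and unadjusted p thresholds. zbtb16, which has zinc fingers, rose and the notch 1-like gene fell, over all genes and adjusted over the list alone in edgeR's test. For the root term molecular function, with 135 tested genes, 1 higher and 2 lower genes passed the thresholds. edgeR called 0 of these 135 over all genes and 0 adjusted over the list alone, with 7 higher and 9 lower at an unadjusted p under 0.05, while DESeq2 called 1 higher and 5 lower and limma 0.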

In the molecular function category, the subcategories most enriched with DEGs were metal ion binding and molecular function (**Figure 6**). The sequences of the DEGs were annotated using tools at the KEGG database. The KEGG pathway analysis revealed the pathways most enriched with DEGs in the skin of yellow catfish under transport stress (**Figure 7**), which included the Toll-like receptors (TLRs) signaling pathway, the NOD-like receptors (NLRs) signaling pathway, salmonella infection, cytokine-cytokine receptor interaction, and the AGE-RAGE signaling pathway related to diabetic complications.

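Over the 5 pathways the table holds 75 tested genes, of which 1, LOC113636435, was called by edgeR over all genes. At an unadjusted p under 0.05 in edgeR's test 24 were lower after transport and 4 higher, with interleukin-1 beta-like and C-C chemokine-like genes and 4 non-coding loci of a single scaffold among the 24. The 3 interleukin-1 beta-like genes are members of all 5. Apart from nfkbia and akt2, the lower genes of the Toll-like receptor pathway at that level are neighbouring interleukin-1 beta-like and C-C chemokine-like copies. The same copies are all the lower genes of salmonella infection and part of those of cytokine-cytokine receptor interaction. Since the same genes are counted in several pathways, the counts of these pathways are not independent of each other. Such copies can also share reads, so the copies within a pathway may not be independent either. Of 19 Toll-like receptor pathway genes, 5 fell and 0 rose when adjusted over the list alone, among them nfkbia and the C-C motif chemokine 18-like gene LOC113635023. Over all genes edgeR called 0 of the 19 (10 lower and 0 higher at an unadjusted p under 0.05), DESeq2 7 lower and limma 1 lower. Of 34 NOD-like receptor pathway genes, LOC113636435, the NACHT, LRR and PYD domains-containing protein 12-like gene, fell over all genes (adjusted p = 0.0359 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0.195 in limma), and 1 rose and 5 fell adjusted over the list alone. In this pathway 8 were lower and 1 higher at an unadjusted p under 0.05, DESeq2 called 7 lower and 1 higher, and limma 0. The one that rose was the NLRC3-like gene LOC113635287 (log2 fold change 1.51, standard error 0.34).
For salmonella infection, 1 gene rose and 4 fell of 14 adjusted over the list alone; the gene that rose was the rho-associated protein kinase 1-like LOC113635035 (log2 fold change 1.97, standard error 0.39). For cytokine-cytokine receptor interaction, 1 rose and 6 fell of 28 adjusted over the list alone, the one that rose being rell1 (log2 fold change 0.67, standard error 0.11), and the TNF receptor superfamily member 5-like gene LOC113634305 had a log2 fold change of -2.44 (standard error 0.42). For the AGE-RAGE pathway, 4 fell and 0 rose of 17 adjusted over the list alone. Of the 9 AGE-RAGE genes that were lower at an unadjusted p under 0.05, 4 are neighbouring loci with non-coding transcript records on scaffold NW_020848177.1, between 5823 and 36546, whose protein names are matches from other species; these loci are also the 4 genes annotated to platelet activation. Over all genes edgeR called 0 in each of these 3 pathways, with 8, 13 and 9 lower and 1, 2 and 0 higher at an unadjusted p under 0.05. DESeq2 called 6, 8 and 8 lower and 1, 1 and 0 higher, and limma 1, 1 and 0 lower and 1, 0 and 0 higher. The study chose the pathways on the same libraries, so the counts adjusted over the list alone are not independent evidence. Leaving out a library moved the lower counts: the Toll-like receptor count was 3 without transport replicate 1 or 3, the NOD-like receptor count 2 and 3 without control replicates 2 and 3 and 3, 3 and 1 without transport replicates 1, 2 and 3, the salmonella count 2 without transport replicate 1 or 3, the cytokine count 3 without control replicate 3 or transport replicate 1 and 0 without transport replicate 3, and the AGE-RAGE count 0 and 8 without control replicates 2 and 3 and 0, 1 and 0 without transport replicates 1, 2 and 3.

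**Figure D1:**
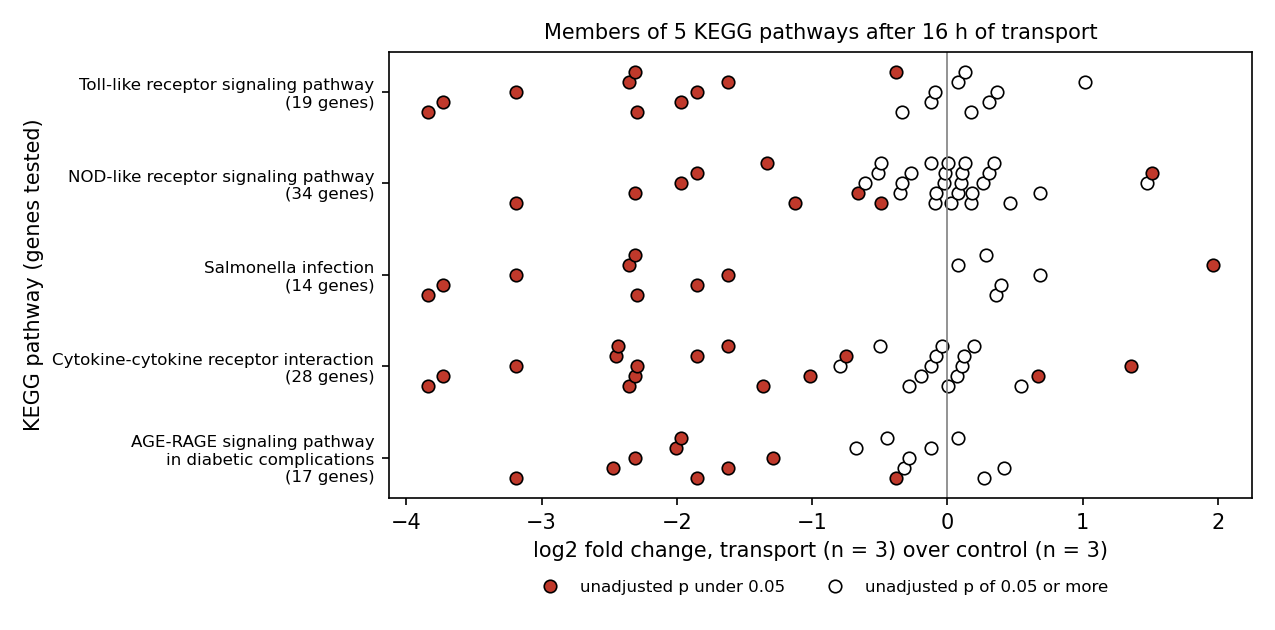
Log2 fold change (x axis, transport over control, 3 libraries each) of every tested member of 5 KEGG pathways (y axis); each point is a gene, and filled points have an unadjusted p under 0.05 in edgeR's quasi-likelihood test. The filled points of the Toll-like receptor pathway (10 of 19 genes) all lie below 0, and over the 5 pathways 24 genes are filled below 0 and 4 above. Apart from nfkbia and akt2, those of the Toll-like receptor pathway are neighbouring interleukin-1 beta-like and C-C chemokine-like copies, and a gene can recur in several pathways.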

**Figure 6:**
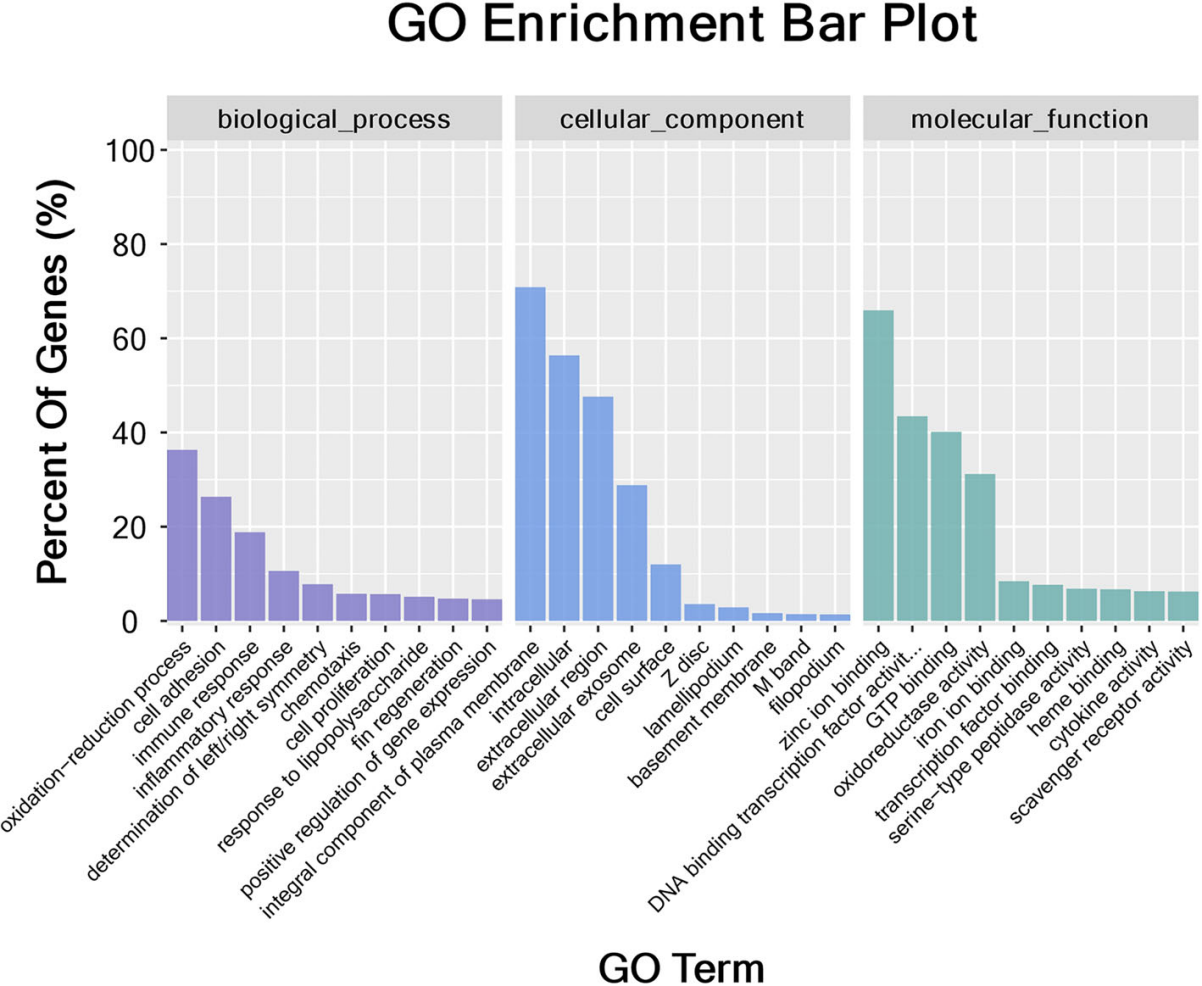
Gene Ontology (GO) categorization of differentially expressed genes in skin. Each annotated sequence was assigned at least one GO term in the following categories: biological process, cellular component, or molecular function.

**Figure 7:**
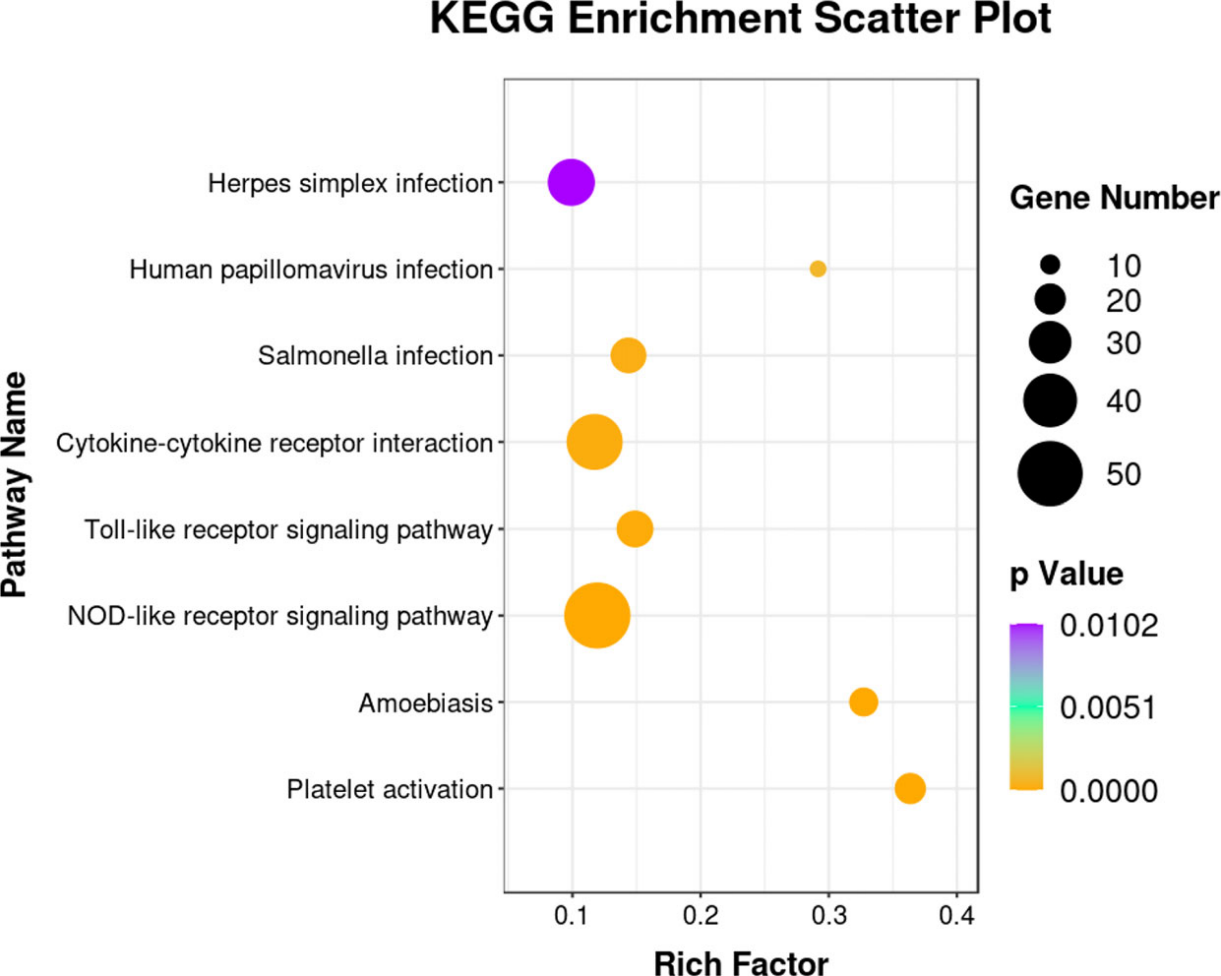
Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis of immune-associated pathways showing significant differences between control and 16-h transport group.

#### 3.4.4 Confirmation of Immune-Related DEGs by qRT-PCR

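The table held 3 of the 18 gene names readable in Fig. 8, which are nfkbia and the interleukin-1 beta-like genes LOC113635103 and LOC113635105. Interleukin-1 beta is a cytokine released on inflammasome activation. LOC113635103 (scaffold NW_020848181.1, 26936 to 29322) had an FPKM of 6.98 ± 3.42 (SD, n = 3) in control skin and 1.68 ± 0.888 (SD, n = 3) after transport. Its log2 fold change was -2.31 (standard error 0.52, adjusted p = 0.128 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). LOC113635105 (7207 to 9446 on the same scaffold) had an FPKM of 4.70 ± 4.02 (SD, n = 3) in control skin and 0.569 ± 0.456 (SD, n = 3) after transport, with a log2 fold change of -3.19 (standard error 0.79, adjusted p = 0.143 from edgeR's test); it was -2.43 without control replicate 3 and -4.10 without transport replicate 2. For both genes every transport library was below every control library (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 allow). Their adjusted p was 6.2e-04 and 0.0011 in DESeq2 and 0.10 and 0.126 in limma. Since neighbouring copies can share reads, the counts of all 3 interleukin-1 beta-like genes of the cluster were also summed, which gave a log2 fold change of -2.20 (standard error 0.54, adjusted p = 0.144 from edgeR's test).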

The 20 DEGs in the TLRs/NLRs signal pathway are shown in a heat map analysis (**Figure 8**). To confirm the reliability of the RNA-Seq data, we selected six immune-related genes for analysis by qRT-PCR. The selected genes were *tlr9*, encoding toll like receptor 9; *mfn2*, encoding mitofusin; *txnipb*, encoding thioredoxin interacting protein b; *nfkbia*, encoding NFKB inhibitor alpha; *map3k7cl*, encoding MAP3K7C-terminal like protein; and *ikbke*, encoding inhibitor of nuclear factor kappa B kinase subunit epsilon. All of these genes are related to the TLRs/NLRs signal pathways. 

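Of tlr9, mfn2, ikbke, txnipb, nfkbia and map3k7cl, nfkbia was in the table; the others and the reference gene β-actin were not analysed here. nfkbia encodes the inhibitor that holds NF-κB in the cytoplasm, and its own transcription is induced by NF-κB. It lies on scaffold NW_020848197.1 from 79937 to 83066 on the plus strand. Its FPKM was 111, 293 and 397 in control replicates 1, 2 and 3 (mean 267 ± 145, SD, n = 3) and 81.4, 80.1 and 77.6 in transport replicates 1, 2 and 3 (mean 79.7 ± 1.93, SD, n = 3). The log2 ratio of the group means, the measure of Table 3, was -1.74. In edgeR's quasi-likelihood test the log2 fold change was -1.97 (standard error 0.32, adjusted p = 0.0644 with Benjamini-Hochberg adjustment), which is just above the threshold. The unadjusted p was 6.2e-04 in the same test, so nfkbia passed the fold-change and unadjusted p thresholds that the paper states. Every transport library lay below every control library (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 allow). The adjusted p was 3.8e-07 in DESeq2 and 0.126 in limma, and in edgeR's test it was 0.0224, 0.140 and 0.0383 without control replicates 1, 2 and 3 and 0.255, 0.146 and 0.360 without transport replicates 1, 2 and 3.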

The transcriptome sequencing results of these genes are shown in **Table 3**. Compared with the control group, the 16-h transportation group showed significantly higher transcript levels of *tlr9*, *mfn2* and *ikbke* genes in the skin (*P*<0.05; **Figure 9**) and significantly lower transcript levels of *txnipb*, *nfkbia* and *map3k7cl* (*P*<0.05; **Figure 9B**). The correlation between transcriptome sequencing results and qRT-PCR results is shown in **Figure 9A**.

**Figure 8:**
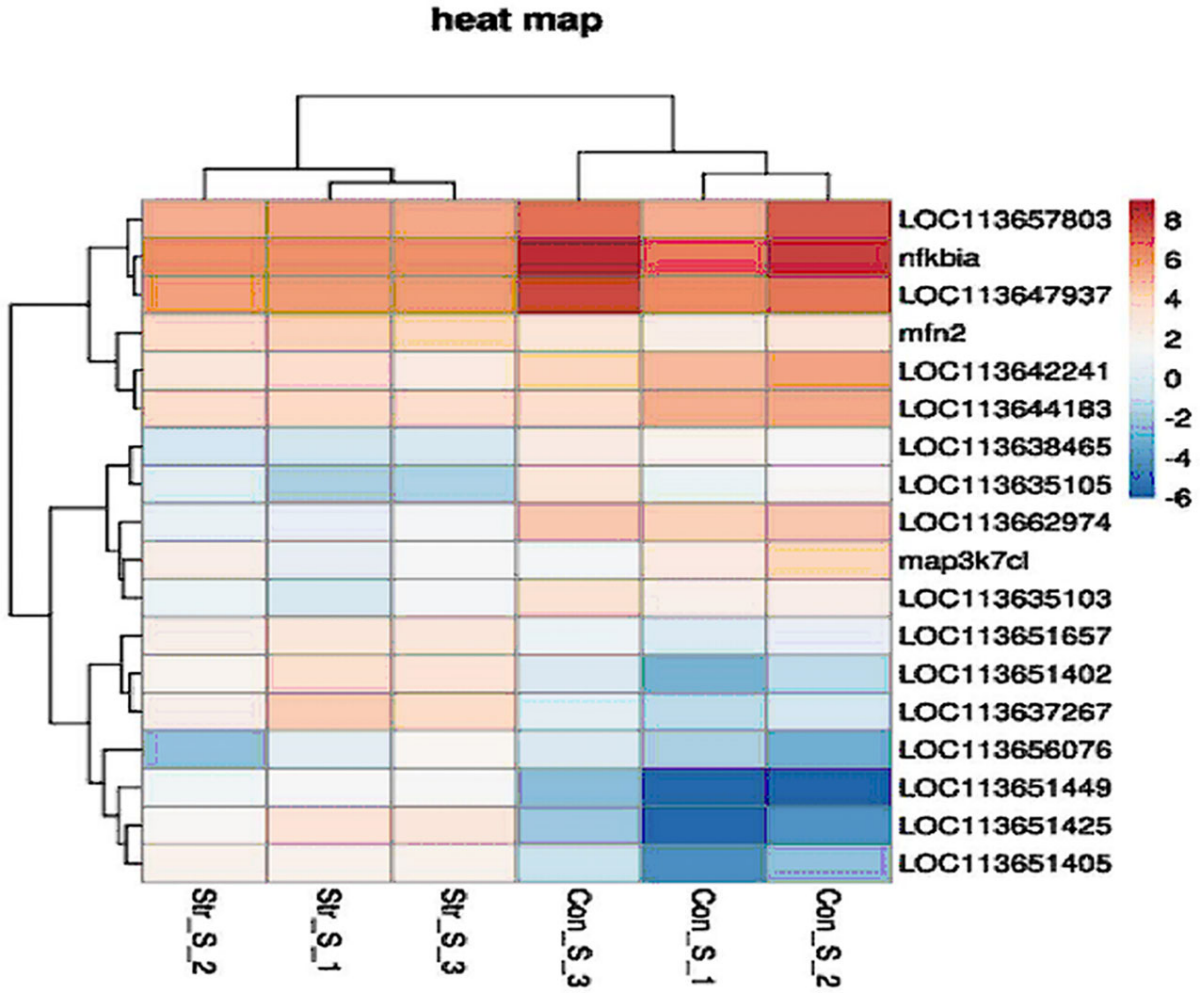
Heat map of 20 selected differentially expressed genes (DEGs) in TLRs/NLRs signaling pathway in skin of hybrid yellow catfish under transport stress (criteria for identification of DEGs: log2 FC > 1 or < -1 and *P* < 0.05). Highly expressed genes are shown in red; genes expressed at low levels are shown in dark blue.

**Table 3:** Differentially expressed mRNA verified by mRNA-Seq.

Gene abbreviation	Gene description	Log2 (flod-change)	Regulation (HTS vs CO)
*tlr9*	toll like receptor 9	2.01	up
*mfn2*	mitofusins	1.35	up
*txnipb*	thioredoxin interacting protein b	-1.23	down
*nfkbia*	NFKB inhibitor alpha	-1.74	down
*map3k7cl*	MAP3K7 C-terminal like	-1.49	down
*ikbke*	inhibitor of nuclear factor kappa B kinase subunit epsilon	1.07	up

Fold change= Transport group(mean)/Control group (mean),where “mean” is the mean of three biological replicates.

**Figure 9:**
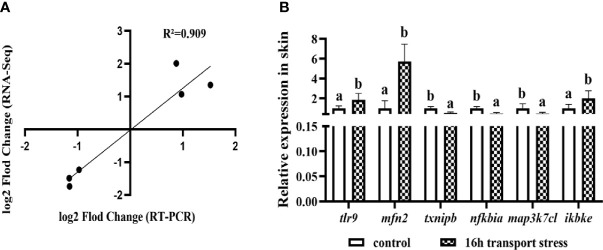
Correlation between transcriptome results and RT-PCR results **(A)**; Validation of *tlr9*, *mfn2*, *txnipb*, *nfkbia*, *map3k7cl* and *ikbke* gene transcript levels in skin by qRT-PCR **(B)**. Values are mean ± SD (*n* =9). Different lowercase letters indicate significant differences (*P* < 0.05).

## 4 Discussion

Previous studies have shown that transportation stress can induce an immune response and impair the health of fish (33). It is very important to explore the mechanism of how transport stress effects immune response. During transportation, there are many factors that impose stress upon fish. Experiments using simulated transport treatments have shown that DO, TAN, and NO_2_-N are important water parameters to be managed under transport stress (34). Changes in water quality during transportation can cause stress responses in fish. The concentration of TAN, the major excretory product of fish, in water is an important indicator of fish survival during transport (35). Fish were found to excrete high levels of un-ionized ammonia under transport stress, resulting in increased blood ammonia concentrations and reduced blood oxygen-carrying capacity (36, 37). Increases in the TAN level promote the production of NO_3_^−^, which can be transformed into toxic derivatives, alter physiological functions, and elicit an immune response in the body (38). In the present study, the concentrations of TAN and NO_2_-N in the water increased as the transportation time increased. The highest TAN and NO_2_-N levels were 0.394 mg l^−1^ and 0.123 mg l^−1^, respectively, in the 16h transport stress group. These compounds may have been among the factors that induced the immune response in fish under transport stress (6). Similarly, an inhibitory effect of high concentrations of ammonia on the innate immune response was detected in zebrafish during acclimation to transport-associated stress (25). Additionally, transport-induced changes in stress hormones can also affect the immune function of vertebrates. The way that stressors modify immune function is very complex (39), so further studies are required to determine the mechanism by which transport stress affects the immune response.

Innate immunity is the main immune system of teleost fish due to the underdevelopment of adaptive immunity (40, 41). In the innate immunity of fish, the TLRs/NLRs signaling pathways are the two most widely studied pattern recognition receptors (42). The TLRs are type I transmembrane proteins that can be classified into two groups: cell surface TLRs and intracellular TLRs. The NLRs are intracellular cytoplasmic receptors (43, 44). Transcription of the genes encoding components of the TLRs/NLRs pathways is induced by stress, leading to stimulation of the host’s immune and inflammation responses (45–47). Studies have demonstrated that the activation of the TLR9 pathway provides an important link between immune and inflammatory phenotypes (48, 49). In juvenile turbot, inflammation and the immune response were found to be related to increased expression of genes encoding TLRs, including *tlr2*, *tlr3*, *tlr5b*, *tlr9*, *tlr21*, and *tlr22* (50). In rainbow trout, mechanical injury of muscle tissue was found to trigger the expression of immune-related genes, especially *tlr9*, which showed significantly increased transcript levels at 4 h and 24 h after injury (2.5-fold and 7.2-fold increases, respectively) (51). In our study, we also detected increased transcript levels of *tlr9* in yellow catfish skin at 16 h of transport stress. The transcript level of *mfn2* and *txnipb*, encoding components of the NLRs signaling pathway, were up-regulated and down-regulated respectively in the skin of fish under transport stress. *mfn2* encodes a multifunctional mitochondrial fusion protein that is involved in the activation of innate immunity. This protein can exacerbate inflammation, while knockdown of *mfn2* was shown to ameliorate inflammation (52, 53). Similar to our results, another study found that *mfn2* transcript levels were elevated in human and rat chondrocytes during metabolic disorders and inflammation (52). The *txnipb* plays an important role in pathophysiological consequences including elevated inflammatory response, cellular immunity, and tumorigenesis. Therefore, we speculate that transport stress might induce an immune response and aggravate inflammation through *tlr9*, *mfn2* and *txnipb* mediated TLRs/NLRs pathways. Furthermore, activation of *tlr9* could lead to the recruitment of MyD88, resulting in the activation of NF-κB and MAPK kinases (50). In our study, we detected significantly decreased transcript levels of *nfkbia* and *map3k7cl*, which also encode components of the TLRs/NLRs pathway, in the skin of fish at 16 h of simulated transport. 

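The NF-κB subunit genes relb and rel had lower estimates after transport, like nfkbia, and did not pass over all genes in edgeR's test. relb, a subunit of the non-canonical NF-κB pathway, had an FPKM of 11.6 ± 1.69 (SD, n = 3) in control skin and 7.19 ± 1.44 (SD, n = 3) after transport, with a log2 fold change of -1.06 (standard error 0.25). rel, which encodes the subunit c-Rel, had a log2 fold change of -0.94 (standard error 0.24). Of the genes of NF-κB feedback listed before the data were examined, these 3 were in the table, and all 3 fell when adjusted over the list alone; since the study chose nfkbia on these libraries, its part of that count is not independent evidence. Over all genes edgeR's test called 0 of the 3 (all 3 lower at an unadjusted p under 0.05), DESeq2 called 3 lower and limma 0. Of 5 listed genes of Toll-like receptor signalling, nfkbia was the one that fell adjusted over the list alone, with 0 called over all genes by edgeR and limma and 1 lower by DESeq2. The log2 fold changes of the receptor gene tlr3, the adaptor gene traf6 and the kinase gene chuk were 0.36 (standard error 0.23), 0.30 (standard error 0.18) and 0.17 (standard error 0.23). When a library was left out, that of tlr3 was 0.26 to 0.50, that of traf6 0.21 to 0.48 and that of chuk 0.01 to 0.34. Their log2 ratios of mean FPKM, without TMM factors, were 0.71, 0.59 and 0.49. In FPKM every transport library lay above every control library for tlr3 (exact permutation test, two-sided, p = 0.1), and the groups overlapped for traf6 and chuk. None of these genes was at an unadjusted p under 0.05 in edgeR's test. Of 13 listed genes of NOD-like receptor signalling, the NACHT, LRR and PYD domains-containing protein 12-like gene fell over all genes in edgeR's test, and 1 rose and 1 fell adjusted over the list alone; birc2, an inhibitor of apoptosis gene, had a log2 fold change of -0.49 (standard error 0.15).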

The protein encoded by *nfkbia* was identified as a target for glucocorticoid-mediated immunosuppression (54). In mice, *nfkbia* was poorly expressed and the NF-κB signaling pathway was activated during myocardial infarction, while overexpression of *nfkbia* reduced the expression of inflammatory cytokines and cardiomyocyte apoptosis, and improved cardiomyocyte viability (55). Because *map3k7cl* was downregulated in Chinese patients with non-small cell lung cancer, Niu et al. speculated that *map3k7cl* in the leukocytes may contribute to pathogenesis *via* reducing inflammatory processes, regulating mitochondrial reactive oxygen species signaling, and mediating the Wnt pathway (56). Studies have shown that hyper-activated or incomplete knock-down of TLRs can lead to tissue injury and inflammatory diseases (57). The up-regulated expression of *ikbke* is also associated with the inflammatory response. In infected erythrocytes with low pathogenic avian influenza virus, the expression levels of MyD88, CCL5, and IKBKE were found to be increased (58). 

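Of the 9 tested genes of a list of pro-inflammatory cytokines and mediators, fixed before the data were examined, 8 fell and 0 rose when adjusted over the list alone; these were 3 interleukin-1 beta-like and 5 C-C chemokine 3-like or 18-like genes. The C-C motif chemokine 18-like gene LOC113635023 went from an FPKM of 3.06 ± 0.146 (SD, n = 3) in control skin to 0.784 ± 0.303 (SD, n = 3), a log2 fold change of -2.30 (standard error 0.41), and the C-C motif chemokine 3-like gene LOC113635019 from 3.63 ± 1.61 (SD, n = 3) to 0.966 ± 0.272 (SD, n = 3), a log2 fold change of -2.36 (standard error 0.55; -1.62 without control replicate 1). The ninth member, the C-C motif chemokine 19-like gene LOC113633925, had a log2 fold change of 0.07 (standard error 0.37), which was -0.25 without control replicate 2 and -0.10 without transport replicate 2. The 11 C-C chemokine 3-like and 18-like genes form a cluster on scaffold NW_020848173.1 from 212228 to 502779, and because such copies can share reads their counts were also summed, a step chosen after the values were seen. The sum fell from a CPM of 28.1 ± 10.9 (SD, n = 3) to 5.57 ± 0.786 (SD, n = 3), a log2 fold change of -2.34 (standard error 0.32, adjusted p = 0.0342 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over all genes and gene by gene, edgeR called 0 of the 9 (8 lower at an unadjusted p under 0.05), DESeq2 6 lower and limma 1 lower.
The count of 8 adjusted over the list alone was 5 of 13 without the filter on mean FPKM. With that filter it was 5 without control replicate 1 or 2, 4 without transport replicate 1 and 3 without transport replicate 3. From the higher transcript levels of tlr9, mfn2 and ikbke and the lower levels of txnipb, nfkbia and map3k7cl in its own measurements, and from reports of what these genes do in other animals, the paper concludes that innate immunity was induced in the skin and inflammation made worse. Beside these genes it reports enrichment of the Toll-like and NOD-like receptor pathways over its whole set of changed genes. It also reports changed mucous cells, and mucus lysozyme, IgM and white blood cells above the control level. By 16 h these 3 had fallen from their earlier peaks in the transport groups. The paper proposes that transport this long may weaken the immunity of mucus and suppress immune function.

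**Figure D2:**
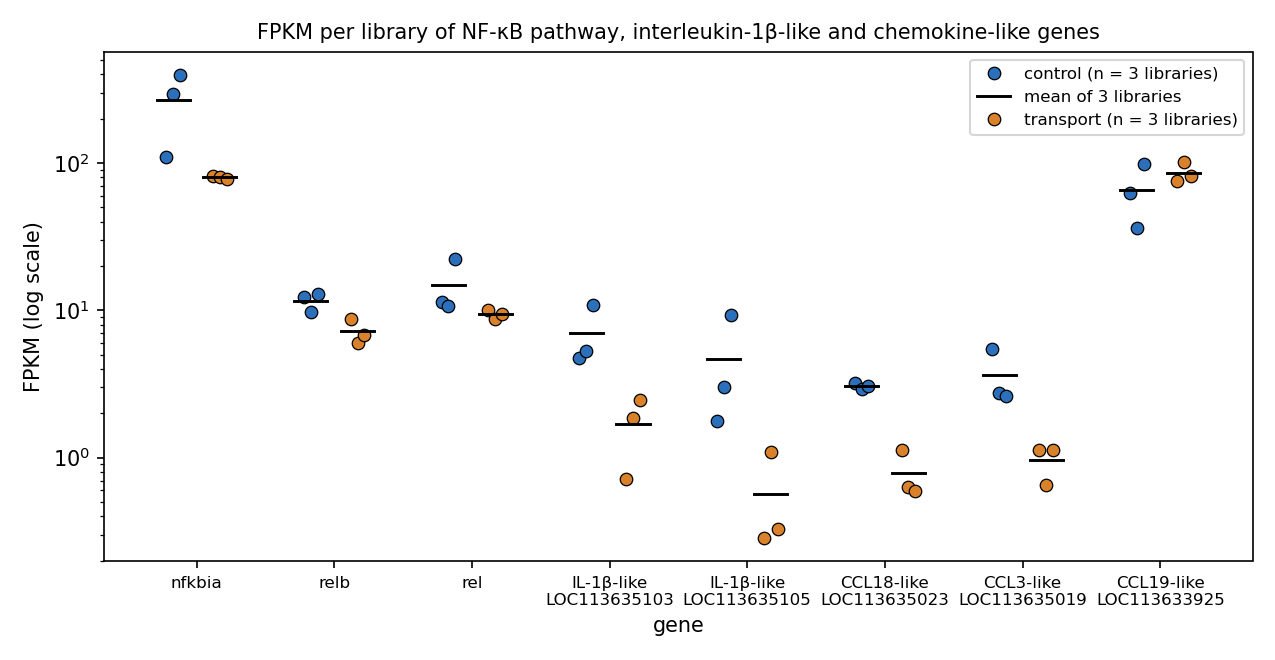
FPKM (y axis, log scale) of 8 genes (x axis) in each library, with control libraries in blue, transport libraries in orange and black bars for the means of 3 libraries. For nfkbia the transport libraries sit at 77.6 to 81.4 and the control libraries at 111 to 397, and the C-C motif chemokine 19-like gene LOC113633925 is the one with a higher mean after transport.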

In summary, we conclude that 16 h of simulated transport stress induced skin innate immune responses and exacerbated inflammation.

Fish immunity is associated with stronger mucosal defenses. The immune-related components of skin mucus such as LZM, IgM, and alkaline phosphatase play important roles in non-specific immunity (59). As a key enzyme involved in innate immunity, LZM plays a role in defense against pathogens during the early developmental stages of bony fish (60). Its activity varies with fish age, size, and sex, and with the season, temperature, water quality, toxins, and different types of stress (61–64). During the transport of yellow catfish, the activity of LZM in skin mucus might be related to the degree of stress and its duration (65). Previous research showed that in the serum LZM activity was significantly decreased in rainbow trout under transport or water pollution stress (66). IgM is the functional immunoglobulin that is essential for defense mechanisms in the mucosal immunity of fish. It is a common practice to add immunostimulants to enhance innate immune responses, including LZM activity and IgM levels, to relieve stress in fish during transport (67). In the present study, we found that LZM activity and IgM contents peaked at 8 h of transport, and then decreased. This is consistent with the results of Wu et al. (67), who found that LZM activity in the skin mucus and IgM content in the serum tiger grouper first increased and then decreased during transport. The histological results were consistent with these results, and showed that the number and types of mucous cells changed with increasing transport time. The skin mucus cell can mirror the health status of fish. It is a valuable matrix for monitoring stress, pathogen exposure, and nutritional effects. Skin mucus secretion, and components of the mucus, change when aquatic animals are under stress conditions. For example, prolonged exposure to high temperature resulted in an increase and then a decrease in the secretion of skin mucus in yellow croaker (*Larimichthys crocea*) (23). Similarly, a significant increase in mucus secretion was detected in gilthead seabream (*Sparus aurata* L.) under acute crowding and anesthetic stress (68). In sea bass, compared with fish in a control group, those exposed to hypersaline conditions secreted more skin mucus with higher contents of cortisol, glucose, and protein (69). Skin mucus can protect fish against harmful environmental factors and prevent the loss of physiological metabolites and water (70). Increased mucus secretion is a protective mechanism of fish under stress, and is accompanied by enhanced immune function. However, when the degree of the stress exceeds the tolerance range, it can result in immune suppression and decreased mucus secretion. Further research is required to explore the functions of different mucous cell types. At the same time, investigating the difference in mucus production between normal and stressed fish is very important to improve their survival (71). These results may indicate that high-intensity transport stress partially disrupts skin mucosal immune function and causes immunosuppression. After 96 h of recovery, LZM activity and IgM levels were lower than those at 16 h of transport, but still higher than those in the control group, indicating that the immune function of fish skin mucus was still recovering. Notably, some studies have shown that teleost mucosal IgM is generated independently of systemic antibody (72). Therefore, there may be weak relationships between the tissue immune system and the mucosal cell immune system (73).

Blood is also an important component of the immune system, and changes in hematological parameters can be indicative of the physiological health of fish (74, 75). Under stress conditions, changes in the skin immunity of fish are often accompanied by changes in various hematological indices (76). The WBC, RBC, HGB, and HCT are the hematological variables that are most commonly monitored during stress (77). Ronza et al. (78) confirmed that RBC have important immunological functions through a blood transcriptomics analysis of healthy and diseased turbot (*Scophthalmus maximus*). WBC are involved in cellular immunity, an increase in the WBC count is often correlated with increased antibody production (79). Thus, on the basis of our results, we speculate that the increase in the number or specific volume of RBC and WBC was due to the transport stress-induced enhanced hematological-immunological response. Consistent with our results, Boaventura et al. (80) reported increased HGB, HCT, and total plasma protein in juveniles of *Lophiosilurus alexandri* after a 4-h transport treatment. Other studies have reported that exposure to ammonia and nitrite can lead to decreases in WBC, RBC, HGB, and HCT in *Takifugu rubripes* and yellow catfish (81, 82). Therefore, the changes in the number or specific volume of RBC and WBC at 16 h of transport in this study may be due to immunosuppression caused by the increased contents of TAN and NO_2_-N in the water during a long transport period. After 96 h of recovery, the amount of RBC and the levels of HGB and HCT returned to normal, but the amount of WBC remained higher than that in the control group. This might indicate that blood immunity was not fully restored after transport stress. The modulation of blood parameters during stress is related to splenic contraction and hemodilution. The sustained contraction of the spleen increases the amounts of circulating WBC, RBC, and HGB in the blood (83–85). Therefore, the changes in hematological immunity are probably related to splenic contraction and changes in blood parameters that were secondary to transport stress.

In summary, we explored the effects of transport stress on yellow catfish by conducting physiological, histological, and molecular analyses of the skin. During the transport of hybrid yellow catfish, TAN and NO_2_^-^N accumulated in the water, and this may be one of the factors that triggered the immune response in the skin. On the one hand, the skin transcriptome results suggested that 16 h of transport stress may induce immune responses and stimulate pro-inflammatory responses by up-regulating *tlr9*, *mfn2*, and *ikbke* and down-regulating *txnipb*, *nfkbia* and *mapk3cl* in the TLRs/NLRs pathways. On the other hand, transport times shorter than 8 h may not seriously damage the mucous immune system, but longer transport times (16 h) may inhibit the immune function of mucus, leading to the decrease of LZM and IgM, and the change of the number and type of mucus cells. In addition, on the basis of the performance of the recovery group, we suggest that the physiological recovery time should be longer than 96 h after 16 h of transport stress.

Minimizing the effects of stress during transport of hybrid yellow catfish is important for successful aquaculture. In addition, a better understanding of the stress response of hybrid yellow catfish to transport is necessary to formulate optimal transport procedures. On the basis of our research, we identified two possible ways to reduce transport stress. Firstly, inadequate or excessive mucus secretion is not conducive to fish survival, so controlling mucus secretion during transport will improve the survival rate (71). Secondly, total ammonia–nitrogen and nitrite–nitrogen can cause immunosuppression, so controlling their levels in the water during transport will also reduce the adverse effects of transport stress.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/supplementary material.

## Ethics Statement

The animal study was reviewed and approved by Freshwater Fisheries Research Center at the Chinese Academy of Fishery Sciences (Wuxi, China). Written informed consent was obtained from the owners for the participation of their animals in this study.

## Author Contributions

TZ: Investigation, Methodology, Writing - original draft, Formal analysis. ZS: Methodology, Supervision. JQ: Formal analysis, Data curation, Writing - review & editing. YT: Formal analysis, Investigation, Methodology, Resources. HZ: Investigation, Validation. PX: Supervision, Funding acquisition, Writing - review & editing. All authors contributed to the article and approved the submitted version.

## Funding

This research was supported by the Natural Science Foundation of Jiangsu Province, China (Grant no. BK20181137), Project of Six Talent Peaks in Jiangsu Province (NY-133).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

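Skin mRNA of 3 control libraries and of 3 libraries taken after 16 h of simulated transport was compared. The authors isolated poly(A) RNA, sequenced it as paired reads, trimmed the reads with Cutadapt, aligned them with HISAT and assembled and merged transcripts with StringTie; HISAT and StringTie are also named in the submitters' processing notes. Versions, the genome build and the strandedness of the libraries are not given in the sources used here. The paper's methods name a human reference genome and its results the yellow catfish genome; the scaffold and transcript identifiers of the deposited table, and most of its protein descriptions, are those of Tachysurus fulvidraco, and coordinates are given as the table has them.

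The deposited table holds, for each gene, read counts made by the authors, as whole numbers that were not normalized, and FPKM values made by the authors with StringTie, normalized to transcript length and mapped fragments. Gene names, protein descriptions, GO terms and KEGG pathways were also taken from it, and some descriptions are matches from other species. The table used here had 2452 rows, of which 1 was incomplete and was dropped. A further 12 columns of per-sample values name samples that are not among those mapped here and were not used. The counts were 3632651 to 4487002 per library, or 12.0% to 12.5% of the mapped reads that the paper states, so the mapped reads were used as library sizes and no enrichment was tested. The planned test of each gene list against all other genes was left out for the same reason.

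Genes with a mean FPKM of at least 0.5 over the 6 libraries were tested, which left 1620. The plan written before the data were examined assumed FPKM values alone and named limma on log2(FPKM + 0.5); since the table also holds counts, edgeR's quasi-likelihood test on the counts became the main test and limma an alternative. In R 4.3.3, edgeR 4.0.16 was run with TMM factors, a trended dispersion and the condition as the only term, and its p-values were adjusted with the Benjamini-Hochberg method. The standard error of a log2 fold change was computed from the fold change and the F statistic. The paper's thresholds were applied to the log2 ratio of mean FPKM, which carries no TMM factors, with the unadjusted p of edgeR. DESeq2 1.42.0 and limma 3.58.1 were alternatives, and plots were drawn with matplotlib. The test was checked on simulated counts for the same 1620 genes with 100 genes changed at each of 2 sizes; edgeR recovered 43% of those changed by 1 on the log2 scale and 95% of those changed by 2, with 6 false calls, and limma 31% and 89%, with 6 false calls. In the simulation only genes above a count minimum were changed, and the dispersion followed the trend with abundance, without spread from gene to gene. Its shares can therefore be higher than those in the real libraries. Exact permutation tests were two-sided, and 0.1 is the smallest p they can give for 3 against 3.

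Named in the text are the genes the paper names that were in the table, the called genes whose libraries did not overlap between groups (all 10 called genes), and, from 37 gene lists fixed before the data were examined, members with the smallest p or needed to show the other direction; 31 lists had at least 1 gene tested. Other genes named were chosen after their values were seen: the genes at 0 in one group, the neighbouring mesothelin-like genes, the loci with non-coding records annotated to platelet activation, LOC113634305 and LOC113636033. A gene with a LOC number entered a list by its description, which can be wrong. The libraries of each group were checked for duplicates; the chi-square per gene between 2 libraries of a group was 41.9 to 637, far above sampling noise. Alternatives changed the filter, the scaling, the dispersion model, the weights of libraries, a block for the replicate number and the test, and left out each library in turn; 5 of the 21 settings tried became alternatives after the files had been seen, among them limma, the planned test. A further pattern, the high share of abundant transcripts in control replicate 1, was examined with the marker lists of muscle and dermis and is given as values only.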

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

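The tests of explanations for the 3 patterns weighed here were all chosen after the patterns had been seen, and only the count of splits of the libraries was planned. Genes with 0 counts in every library of one group and at least 10 in every library of the other stand outside the genes the paper discusses. Folds are lower bounds against a floor of 3 counts over the group at 0, and cover counting error only. The mesothelin-like gene LOC113634897 was at least 165-fold higher after transport (90 to 322 counts per library) and the uncharacterized gene LOC113634898 at least 145-fold higher (120 to 240 counts). The CEP250-like gene LOC113636487 was at least 18.8-fold higher (11 to 43 counts), and LOC113636679, described as cocaine- and amphetamine-regulated transcript protein-like, at least 10.6-fold higher (10 to 17 counts). The uncharacterized gene LOC113634369 was at least 34.3-fold lower after transport (12 to 47 counts per control library).

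The first pattern is a block of 5 neighbouring genes on scaffold NW_020848169.1 from 127850 to 185102, with reads almost only in the transport libraries. Their summed counts had a CPM of 8.08, 7.23 and 15.8 in control replicates 1, 2 and 3 and 337, 176 and 262 in transport replicates 1, 2 and 3, and apart from LOC113634891 the block had 4, 0 and 8 counts in the controls and 1184, 732 and 1196 after transport. In the sum over all 8 genes of the scaffold in the table, the lowest transport library was 11.11 times the highest control library. This sum restates the pattern, since the 5 genes were picked for it and the 3 outside the block had 0 counts. It shows that reads did not merely move among these genes. If LOC113634891 alone rose and its reads were also counted to similar neighbours, the sum would rise as well, so sharing stays open. Sharing with genes elsewhere was not tested. Alleles of the control fish that do not align to the reference stay open, since 1 of the 5 genes had counts in every control library and the other genes did not. The fish of both groups are hybrids, so that alone does not set the groups apart. An effect of transport on these genes stays open as well and was not separated from a difference between the fish of the 2 groups.

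The second pattern is the set of loci LOC113635070, LOC113635071, LOC113635072 and LOC113635075, which carry the annotation of platelet activation and part of that of the AGE-RAGE and amoebiasis pathways. Their log2 fold changes were -2.47 (-1.84 without control replicate 2), -1.97, -1.29 and -1.62, and their summed counts had a CPM of 459 ± 248 (SD, n = 3) in control and 127 ± 30.2 (SD, n = 3) in transport libraries (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 allow). The scaling of the libraries does not account for this, since all 4 were lower at an unadjusted p under 0.05 in edgeR's test without TMM factors too. A candidate explanation is ribosomal RNA left in the libraries, because all 4 have non-coding transcript records, as 10% of the genes of the table do, and 1 is named after a protein that binds an rRNA promoter; the table holds 0 other genes with the same protein matches, and the sequence was not analysed here, so this cannot be told apart from a change in other transcripts of these loci. No biological explanation was tested.

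The third pattern is that transport replicate 3 lay between transport replicates 1 and 2. Over 1013 genes with a mean of at least 500 counts, the sum of 0.611 times replicate 1 and 0.388 times replicate 2 came within a median of 0.084 (log2) of replicate 3, the closest of 60 such fits of a library by 2 others. Reads of the 2 libraries combined would differ from the sum by counting noise and by any error of the FPKM estimates. Over the 115 genes with a mean of at least 5000 counts the deviation was 3.70 times the counting noise. The error of the FPKM estimates was not measured, so this does not decide whether reads were combined. RNA of the same fish pooled, or a fish of intermediate tissue make-up, both stay open: replicate 3 lay strictly between the others in 69.0% of 487 genes with a mean FPKM above 10, where the highest share of a control library was 55.0% and chance gives 33.3%. If RNA had been pooled or reads combined, the 3 transport libraries would not be independent, and the p-values would be too small.

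The 6 libraries can be split into 2 groups of 3 in 10 ways, too few for a share under 0.05. The real split gave 10 genes at an adjusted p under 0.05 and the highest other split 0 (edgeR). At the paper's thresholds the real split gave 131 genes and the highest other split, which sets control replicates 1 and 2 and transport replicate 2 against the rest, gave 118; for each count 1 split of 10, the real one, reached its value.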

How the results depend on the processing

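DESeq2, library sizes from the table, leaving out TMM factors and edgeR's own filter were chosen after seeing the data; limma on log2(FPKM + 0.5) was the planned test and became an alternative then, and the other settings were set before. The cause of the differences was not tested, though fewer genes or libraries enter some of the tests. The 10 genes called by edgeR kept their direction in every setting that included them. The number of all genes called was 6 for genes with a mean FPKM above 10 (fewer genes, 4 of the 10 among them). It was 18 with quantile normalization in limma (9 of the 10) and 5 without a dispersion trend (all among the 10). Limma's array weights, whose estimation stopped before it converged, gave 753. DESeq2 gave 154 (71 higher, 83 lower, all 10 among them). Leaving out a library gave 0 to 65. The 65 came without control replicate 3, and the cause of that rise above the main count of 10 was not tested. Without TMM factors the number was 11, all higher (6 of the 10), and in limma 12 (6 of the 10). At the paper's thresholds the main count of 131 (73 higher, 58 lower) became 28 for genes with a mean FPKM above 10, 198 with array weights and 91 to 222 leaving out a library. With the FPKM of the ratio scaled too, the split was 45 higher and 81 lower with median-ratio scaling and 48 and 74 with quantile normalization. With unscaled FPKM in the ratio, as in the main count, it was 102 and 51 without TMM factors and 124 and 46 in limma. The fold change of nfkbia was negative throughout; it passed the threshold with array weights (-1.88, adjusted p = 6.4e-05 in limma) and in DESeq2 (-1.97, adjusted p = 3.8e-07), and was -2.24 to -1.69 leaving out a library (adjusted p 0.0224 to 0.360 in edgeR). The correlation over genes with a mean FPKM above 10 was 0.866 for control pairs and 0.872 between groups. For genes lower when adjusted over the list alone, the main counts were 5 of the Toll-like receptor pathway, 5 of the NOD-like receptor pathway, 4 of salmonella infection, 6 of cytokine-cytokine receptor interaction, 4 of the AGE-RAGE pathway and 8 of the pro-inflammatory list. Limited to a mean FPKM above 10 these were 1, 2, 0, 1, 1 and 0. DESeq2 gave 8, 8, 8, 13 and 8 for the pathways. Array weights gave 9, 8, 7, 10 and 10, beside 7, 11, 4, 9 and 3 higher, so that more NOD-like receptor genes were higher than lower there. Quantile normalization gave 9 for the Toll-like receptor pathway and 8 for salmonella infection, and no dispersion trend 7 for the latter. The NOD-like receptor count was 3 with a pseudocount of 0.1, 0.5 or 1 in limma and without TMM factors. The pro-inflammatory count was 5 without a filter and with edgeR's filter. Leaving out a library gave 3 to 6, 1 to 5, 2 to 6, 0 to 9, 0 to 8 and 3 to 6 in the same order. LOC113633925 (0.07) reversed to -0.25 without control replicate 2 and -0.10 without transport replicate 2, and leaving out a library gave -0.25 to 0.28; it was 0.38 without TMM factors, 0.49 in limma and 1.02 with array weights (adjusted p = 0.0026 in limma). Single named genes gave 757 values on the same side of the threshold, 79 no longer past it, 80 newly past it and 2 of the other sign. Neither the paper nor the labels say that a replicate number is shared between the groups. The correlations of same-numbered deviations were -0.17, 0.078 and 0.099 and other pairs reached 0.185. They give no sign of pairing, but with 3 libraries per group they cannot exclude it. With the replicate number as a block edgeR called 0 genes (215 at an unadjusted p under 0.05), 121 genes passed the paper's thresholds, and the lower counts were 2 for the NOD-like receptor pathway, 7 for salmonella infection and 2 for the AGE-RAGE pathway. Depth limits the genes near a mean FPKM of 0.5, and 3 libraries per group with a biological coefficient of variation of 0.372 limit all tests.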

Differences from the paper's values

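At thresholds of 1 on the log2 ratio and 0.05 on the unadjusted p, 131 genes passed here, 73 higher and 58 lower, and the paper reports 1547, 868 and 679. The 2 sets of counts do not cover the same genes: the table used here has 2451 complete rows, and the volcano plot shows about 24000 genes in Fig. 5, read by eye. The paper's text adds an FPKM above 10, with which 28 genes passed here when the test was run on the genes above that level alone, and 29 when it was run on all 1620 genes. The gap remained for the total and for both directions under each alternative set before the data were examined, and under the alternatives added later. The totals lay between 28 and 222. These alternatives do not change which genes the table covers, so the gap in counts does not show a different share of genes past the thresholds. That share was 8.1% of the 1620 genes tested here.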

Other observations

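The gene lists were fixed before the data were examined; the choice of the genes named here rests on their p. Beyond immunity, 1 of 2 tested genes of the glucocorticoid response, zbtb16, rose over all genes and adjusted over the list alone in edgeR's test. In the following lists edgeR called 0 genes over all genes. The keratinocyte gene evpl, which encodes envoplakin of the cornified envelope and desmosomes, was the 1 gene tested of its list, so that the list adds no adjustment, with an FPKM of 11.8 ± 7.87 (SD, n = 3) in control and 39.9 ± 8.80 (SD, n = 3) in transport skin and a log2 fold change of 1.54 (standard error 0.42). Of 4 mucous cell genes, the mucin-2-like LOC113635236, a gene of secreted gel-forming mucin, rose adjusted over the list alone, from an FPKM of 0.020 ± 0.019 (SD, n = 3) to 4.87 ± 4.18 (SD, n = 3), with 8.59, 0.347 and 5.66 in transport replicates 1, 2 and 3. Its log2 fold change was 7.28 (standard error 1.48), 8.40 without control replicate 1 and 6.61 without transport replicate 1. The pigment cell gene tyrp1, of melanin synthesis, fell adjusted over the list alone with a log2 fold change of -2.61 (standard error 0.67), while the other of the 2 pigment genes, mlph, had -0.81 (standard error 0.36). In each of these 3 lists 1 gene was at an unadjusted p under 0.05 and called in DESeq2 (evpl, LOC113635236 and tyrp1) and limma called 0; without control replicate 1 the log2 fold change of tyrp1 was -2.0.

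In metabolism, ass1, of the urea cycle and arginine synthesis, was the 1 gene tested of nitrogen handling, so its list adds no adjustment. Its FPKM was 380 ± 375 (SD, n = 3) in control and 134 ± 18.0 (SD, n = 3) in transport skin, and the groups overlapped (exact permutation test, two-sided, p = 0.4). The log2 fold change was -1.67 (standard error 0.63), and -0.67 without control replicate 3. The cholesterol synthesis gene sc5d rose adjusted over the list alone (1 of 2; log2 fold change 0.79, standard error 0.25), xpc, of DNA repair and the 1 gene tested of its list, had 0.85 (standard error 0.19), and lamp2, a lysosomal membrane gene, fell (1 of 6 of autophagy and proteasome; -0.64, standard error 0.17). edgeR called 0 of these over all genes; of the 4 genes, all at an unadjusted p under 0.05, DESeq2 called sc5d, xpc and lamp2 in their lists and limma 0. Of 5 cytosolic ribosomal protein genes, 0 passed adjusted over the list alone, with 4 lower at an unadjusted p under 0.05 and 1 lower in DESeq2; rpl13 had a log2 fold change of -0.52 (standard error 0.17). Of 5 cell cycle genes, cenpf (0.76, standard error 0.27) and prc1 (0.90, standard error 0.34) were at an unadjusted p under 0.05 and 0 passed in edgeR, DESeq2 or limma.

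Other tissue and stress markers gave no call in edgeR, over all genes or adjusted over the list alone. Of 7 genes of the skeletal muscle list, whose descriptions also name cardiac and smooth muscle, 2 were lower at an unadjusted p under 0.05 and in DESeq2, among them the cardiac muscle-like myosin light chain 1 gene LOC113636534 (log2 fold change -1.81, standard error 0.60). Of 3 T and NK cell genes, il7r was lower at an unadjusted p under 0.05 (-0.75, standard error 0.30) and 0 were called in DESeq2. The 5 heat shock, 3 ER stress and 8 oxidative phosphorylation genes had 0 at an unadjusted p under 0.05 and 0 calls in DESeq2 or limma, and so had the 4 skin antimicrobial and lectin genes, the 4 dermal genes, the 2 B cell genes, the 2 macrophage genes and the 1 gene each of erythrocytes, glia, the interferon response and the immediate early response. Of 6 complement and coagulation and 3 wound repair genes, 1 each was lower at an unadjusted p under 0.05 and in DESeq2, of 3 fatty acid oxidation genes 1 was lower at an unadjusted p under 0.05 and 0 in DESeq2, and of 5 antioxidant genes 1 was higher at an unadjusted p under 0.05 and 0 in DESeq2; limma called 0 in each. The lists of HIF targets, neutrophils, endothelium, adipocytes and the circadian clock had 0 genes in the table, and that of ionocytes 0 tested.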
